A study of Mus musculus with 12 samples.

How the data were processed

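RNA of bone marrow cells of female mice was sequenced in 12 libraries, 3 for each of 4 retroviral transductions. The marrow received empty vectors, a vector with mutant SETBP1 (D868N), a vector with mutant NRAS (G12D), or both mutants. Per the labels, the cells were murine leukemia cells, total RNA was extracted with a micro-scale column kit, and libraries were made with a SMART-Seq chemistry for very small amounts of RNA. The labels give a replicate number for each library but do not say whether replicates came from separate mice, transductions or cultures.

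The authors deposited 1 table of whole-number counts per gene, not normalised, for 19910 gene symbols in the 12 libraries. The aligner, counting tool, genome build and annotation are not stated per the labels, so no coordinates are given and gene symbols are used as listed. The table's name calls it filtered, with no statement of the filter; 5080 genes had no count in any library and were still listed. Of the symbols, 19907 matched a mouse gene name table, and the 4 listed Y-linked genes had at most 2 counts in a library. No strand or multimapping rule is stated, so close paralogs, overlapping genes and pseudogenes may have shared or lost reads, and the sequence of the introduced genes is not stated either. Reads of a transgene from another species would have been counted only in part.

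From these counts, log2 fold changes and their standard errors (SE) were computed with edgeR 4.0.16 in R 4.3.3. Libraries were scaled by the trimmed mean of M-values (TMM), genes were kept by filterByExpr at a minimum count of 10 and a minimum total of 15, and a quasi-likelihood F test was fitted to all 12 libraries as 4 group means. This left 10993 genes holding 99.9% of the counts. P-values were two-sided and adjusted by Benjamini-Hochberg over the genes tested in each comparison, with a threshold of 0.05. The comparisons were SETBP1, NRAS and both against empty, both against NRAS, both against SETBP1, and the interaction, which is the SETBP1 change with NRAS minus the SETBP1 change without it on the log2 scale. Genes set apart in a group were past the threshold in the same direction against each of the other 3 groups. Agreement between comparisons that share no library was measured by Pearson's r and Spearman's rho across genes, which are not independent replicates. CPM called normalised and all log2 CPM were scaled with the TMM factors, while CPM of Nras and Setbp1 was scaled to the library total only. Values under no effect came from 10 simulated data sets. In these and in the simulations with additive effects, each gene was drawn independently. Variation shared across genes within a library was therefore left out.

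Gene lists were written from general knowledge: transcriptional output of the MAPK pathway, immediate-early genes and MAPK feedback genes, reported SETBP1 targets, stem and progenitor cells, early granule proteins, late neutrophil genes, monocytes and macrophages, mast cells and basophils, erythroid, megakaryocyte, B-lymphoid and T-lymphoid genes, proliferation, and the interferon response. The immediate-early list also holds feedback genes of the pathway, and the lineage lists hold genes that marrow cells express by design. Of the lists, 13 had more than 1 gene tested and entered camera (limma 3.58.1) with a preset correlation of 0.01, adjusted by Benjamini-Hochberg over 78 list and comparison tests. The B-lymphoid list had 1 gene tested and was left out. Fry and camera with an estimated correlation were run beside it. Counts of list members past the threshold are given over all genes and adjusted over the list alone.

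Named genes followed a rule. For each comparison these were the 3 genes with the largest change in each direction past the threshold, with groups that do not overlap and a mean count of at least 50 in the highest group, and Setbp1 and Nras. Members of the MAPK, immediate-early and SETBP1 lists past the threshold were included, as were up to 3 members of each other list past its own threshold. For the interaction, all 5 genes past the threshold are named; Apobec3 fell outside the rule and was chosen after its values were seen. The lists, the rule, the comparisons, the main test and most other settings were fixed before the data were examined.

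The steps were tested on simulated counts, in 1 data set per comparison, with 200 of 10993 genes changed by log2 1 or 2. The quasi-likelihood test recovered 84.0% of them for SETBP1 against empty, with 6.15% false calls among those made, and 73.5% for the interaction, with 5.16% false calls. DESeq2 recovered 85.0% and 77.0%, with 10.5% and 13.0% false calls, and limma-voom recovered 82.0% and 71.0%, with 5.75% and 5.96% false calls. Signs were right for 100% of recovered genes. At log2 1 alone, the quasi-likelihood test recovered 76% for SETBP1 against empty and 60% for the interaction. Smaller changes were not planted, so their recovery is unknown. In the real SETBP1 against empty, genes past the threshold had a median absolute log2 change of 0.52.

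The settings tried were DESeq2 1.42.0 and limma-voom as tests, DESeq2-style size factors, library size and upper-quartile scaling, no low-count filter or a mean count of at least 10 or 50, only the groups compared in the fit (with the low-count filter applied again to those 6 libraries), the replicate number as a block, a robust fit, an adjusted p threshold of 0.01, a fold change of at least 2, and leaving out each library in turn. Chosen after seeing the data were limma-voom with sample quality weights, leaving out libraries of groups not compared, and removing a smooth trend of each library on GC content and transcript length. GC content and length were those of the longest protein-coding transcript in a mouse annotation, held for 99.9% of the genes tested. A setting written beforehand for normalised values was not used, since the table holds counts.

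Library totals ranged from 7085894 to 8864919 counts. A count of 0 in a library allows up to 3 counts, between 0.338 and 0.423 CPM (counts scaled to the library total), and a fold change against a group whose libraries all lie at or below that floor is given as a lower bound. Floors and binomial tests cover counting error only, since the reads carry no stated molecular identifiers. Gene ontology terms, splicing, variants in the reads and genomic positions were not analysed here.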

Results

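Gene expression was measured by RNA sequencing in mouse bone marrow transduced with empty vectors, mutant SETBP1, mutant NRAS or both, with 3 libraries per group and 12 in all. SETBP1 encodes a nuclear DNA-binding protein and NRAS a small GTPase upstream of the MAPK pathway. The series title frames the question as whether mutant SETBP1 enhances the MAPK activation driven by NRAS. Total counts per library ran from 7085894 to 8591360 with empty vectors, from 7335665 to 8864919 with SETBP1, from 7548310 to 8038865 with NRAS and from 7462440 to 8021676 with both (n = 3 each). Between 11835 and 12800 genes had a count in a library, and the lowest number belonged to SETBP1 replicate 3.

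The introduced genes were examined first, as a check of the labels. Nras stood at 90.4 ± 5.43 CPM (SD, n = 3) with empty vectors and 89.5 ± 7.59 CPM with SETBP1, against 1491 ± 164 CPM with NRAS and 1497 ± 53.1 CPM with both. The log2 fold change of Nras was 4.14 (SE 0.09; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 1.95e-12) for NRAS against empty. Between both and NRAS it differed by 0.04 (SE 0.08, adjusted p 0.955), within the spread between replicates. Setbp1 had 0 reads in every empty and NRAS library, 7, 7 and 5 reads in the SETBP1 libraries, and 13, 17 and 11 reads in the libraries with both. Against the floor of 3 counts, with both taken in normalised CPM, Setbp1 was at least 1.93-fold higher with SETBP1 than with empty vectors. On the same scale it was at least 4.495-fold higher with both than with NRAS. These read numbers are too low to measure the SETBP1 transgene beyond its presence, and a transgene from another species would be counted only in part.

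**Figure D1:**
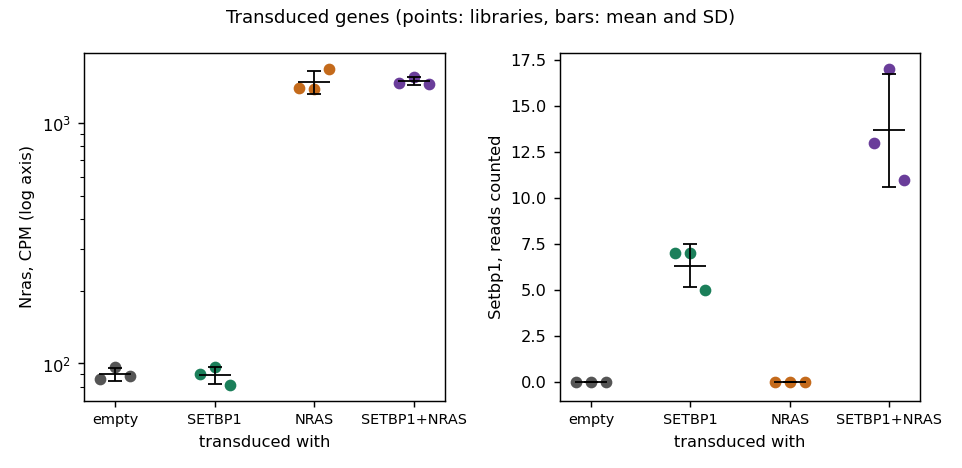
Nras in CPM on a log axis (left) and Setbp1 reads counted (right) in each of the 12 libraries, by the genes transduced; points are libraries and bars give the mean and SD of 3. Nras lies between 1393 and 1680 CPM in the 6 libraries with NRAS, and Setbp1 reads occur only in the 6 libraries with SETBP1.

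The first principal component of log2 CPM held 58.7% of the variance and separated libraries with NRAS from those without. Its group means were -41.0 ± 1.05 (SD, n = 3) for empty, -41.1 ± 7.46 for SETBP1, 35.4 ± 2.33 for NRAS and 46.8 ± 0.295 for both. The second held 19.6% and set SETBP1 replicate 3 apart at -69.0, while the other libraries lay between -11.9 and 26.3. The correlation of that library with the rest of its group was 0.946 and 0.953, below the range of 0.984 to 0.991 for the other pairs within groups.

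**Figure D2:**
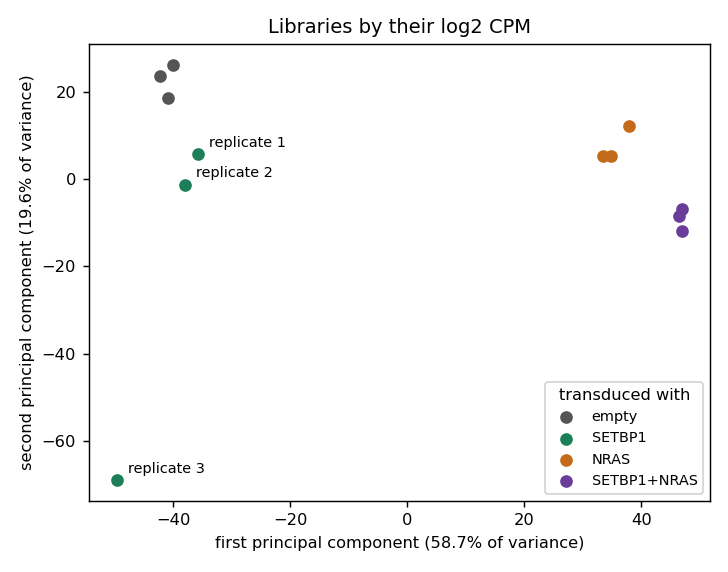
First and second principal components of log2 CPM over 10993 genes, 1 point per library, coloured by the genes transduced. The 6 libraries with NRAS lie at 33.4 or higher on the first component, and SETBP1 replicate 3 lies at -69.0 on the second.

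SETBP1 against empty addresses the effect of mutant SETBP1 alone. Of 10993 genes, 1633 were past the threshold, 913 higher and 720 lower, and 239 of them changed at least 2-fold. The number fell most when only those 6 libraries were fitted, which gave 110 genes, and rose most without SETBP1 replicate 1, to 3187. Without empty replicate 3 it was 398, and without SETBP1 replicate 3 it was 1711, 847 higher and 864 lower. The split was also near even with limma-voom, at 891 and 890, and library size scaling, at 774 and 749. At an adjusted p under 0.01, 227 were higher and 152 lower. With a trend on GC content and transcript length removed, the number was 1282. That alternative was chosen after seeing that long transcripts were lower in SETBP1 replicate 3 than in the rest of its group. The largest rises were in Cxcl2, from 1.38 ± 0.290 to 23.0 ± 18.3 normalised CPM (SD, n = 3; log2 4.04, SE 0.61, adjusted p 0.00236), Marco, at log2 3.97 (SE 0.45), and Saa3, at log2 3.64 (SE 0.35). Among the largest falls, Tph1 was at least 16.3-fold lower, Cma1 fell by 3.40 and Gzmb fell by 2.91 on the log2 scale. Among reported SETBP1 targets, Hoxa9 rose from 19.8 ± 1.38 to 52.6 ± 3.75 normalised CPM (log2 1.41, SE 0.13, adjusted p 2.02e-04), and Hoxa5, Hoxa7 and Hoxa10 were higher at log2 1.70, 0.88 and 1.15.

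NRAS against empty addresses the effect of mutant NRAS alone. It changed 3576 genes, 1868 higher and 1708 lower, with 1088 changed at least 2-fold. Against libraries at the floor, Gm5416 was at least 119.9-fold, Hao1 at least 34.6-fold and BC100530 at least 408-fold higher. Gm5416 and BC100530 belong to a family of close copies (stefins), so reads may be split among its members and their values are uncertain. Apoe, Slc36a2 and Klk1b1 changed by -4.79, -4.09 and -3.75 on the log2 scale, and Klk1b1 likewise has close copies. The numbers higher and lower turned to 1379 and 2265 when libraries were scaled by size only, a scaling that shifted the median of all genes by -0.10 in log2, and to 1577 and 2043 under upper-quartile scaling.

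Both mutants against empty changed 4462 genes, 2282 higher and 2180 lower. Of these, 3191 were also past the threshold in the same direction for NRAS against empty; that comparison shares the empty libraries, and simulated unchanged groups sharing a control had 0 shared calls but a correlation across genes of 0.468 to 0.525. In this comparison 1005 genes were past the threshold that were past it for neither mutant alone, which does not by itself show a difference from either. Csf3 was at least 29.2-fold higher than in empty libraries and Aldh1a3 at least 24.7-fold lower, while Dennd2a and Pgr changed by -5.25 and -5.09 on the log2 scale. Both against SETBP1 addresses the effect of NRAS in cells with mutant SETBP1, and changed 4661 genes, 2293 higher and 2368 lower. Tm4sf1 was at least 86.5-fold higher, and Apoe and Adgre4 changed by -6.05 and -5.26 on the log2 scale. Under library size scaling, the numbers higher and lower were 1656 and 2908 for both against empty and 1720 and 2888 for both against SETBP1. That scaling shifted the median of all genes by -0.13 for both against empty.

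Both against NRAS addresses what mutant SETBP1 added to mutant NRAS. It changed 210 genes, 58 higher and 152 lower, and 93 at least 2-fold. The number moved most with sample quality weights, an alternative chosen after seeing the data, which gave 1038 genes, 494 higher and 544 lower, and with only the groups compared 394 were higher and 489 lower. Without SETBP1 replicate 3, a library of a group not compared, it was 836, 358 higher and 478 lower. Without SETBP1+NRAS replicate 1 it was 93. Csf3 rose from 0.926 ± 0.501 to 11.8 ± 6.56 normalised CPM (SD, n = 3; log2 3.66, SE 0.54, adjusted p 0.00871), Eya1 by log2 2.38 (SE 0.39) and Saa3 by log2 1.79 (SE 0.42). Retnlg, Lipg and Itgb2l changed by -2.71, -2.50 and -2.33 on the log2 scale. Hoxa9 was higher by log2 1.30 (SE 0.13, adjusted p 1.47e-04), and Hoxa7, Hoxa10 and Meis1 by 1.33, 1.64 and 0.99.

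**Figure D3:**
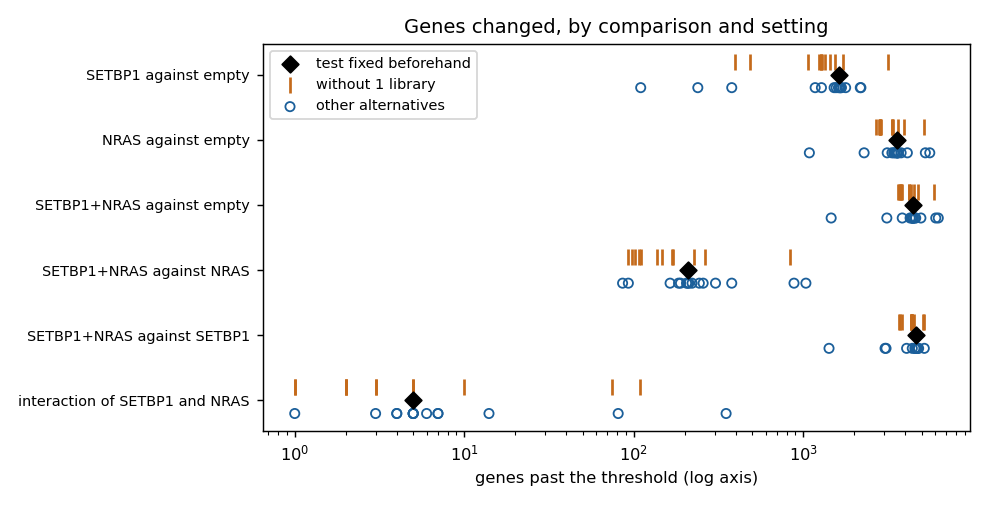
Genes past the threshold (log axis) in each of the 6 comparisons, as diamonds for the test fixed beforehand, vertical ticks for fits without 1 library and circles for the other alternatives. For both against NRAS the diamond stands at 210, and the values without 1 library range from 93 to 836.

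The MAPK output list, of 9 genes tested, measured pathway activity in transcripts. Its median log2 change was 2.53 for NRAS against empty, with 9 of 9 genes higher (camera, Benjamini-Hochberg adjusted p 5.58e-15), and 8 were past the threshold both over all genes and adjusted over the list alone. Dusp6 rose from 85.0 ± 4.47 to 391 ± 9.82 normalised CPM (SD, n = 3; log2 2.20, SE 0.08, adjusted p 3.18e-10), Ccnd1 by log2 3.13 (SE 0.18) and Phlda1 by log2 3.75 (SE 0.36); Etv4, Etv5, Spry4, Epha2 and Dusp4 rose by between 1.70 and 3.45. The list was at 3.01 for both against empty (adjusted p 2.57e-13) and 2.69 for both against SETBP1 (adjusted p 3.22e-14). SETBP1 alone left it at -0.12, with 4 of 9 genes higher (adjusted p 0.947).

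When both were compared with NRAS, the median of the MAPK output list was 0.25 higher, with 8 of 9 genes higher, at a camera adjusted p of 0.0584, just outside the threshold. Fry gave 0.0125 and camera with an estimated correlation 0.155, and over 19 alternatives the adjusted p ranged from 0.0125 to 0.241, with 3 under 0.05. Past the threshold were 0 of its genes, over all genes and adjusted over the list alone, beside 1283 genes at an unadjusted p under 0.05. The mean log2 CPM of the list was 4.44 ± 0.05 (SD, n = 3) with NRAS and 4.67 ± 0.03 with both, with no overlap between the groups; a two-sided exact permutation test, chosen after the values were seen, gave p 0.1, the smallest that 3 against 3 libraries allow. The interaction for this list was 0.15, with 5 of 9 genes higher (adjusted p 0.283), so a larger SETBP1 change with NRAS than without it was not detected. The immediate-early list changed by a median of 1.12 for NRAS against empty (adjusted p 3.18e-11), 0.35 for SETBP1 against empty (adjusted p 2.89e-04) and 0.17 for both against NRAS (10 of 15 genes higher, adjusted p 0.0467; fry 0.0604). The last of these was lost in 5 of the fits without 1 library, with the highest adjusted p, 0.124, without NRAS replicate 2. With SETBP1 alone Fos, Myc, Ier3, Egr1, Ier2 and Junb were past the threshold and higher, Junb by log2 1.02 (SE 0.11, adjusted p 3.44e-04). With NRAS, Egr1 and Fosl1 rose by 3.94 and 3.96, and Egr3 was at least 21.5-fold higher. From NRAS to both, Egr1 went from 154 ± 20.7 to 102 ± 9.16 normalised CPM (SD, n = 3). Fosl1 went from 42.3 ± 2.37 to 48.6 ± 5.55 and Egr3 from 8.69 ± 1.32 to 7.92 ± 1.94. In that comparison 0 genes of the immediate-early list were past the threshold.

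Lists of blood lineages moved in most comparisons. With both against NRAS the late neutrophil list was at -1.55, with 12 of 13 genes lower (adjusted p 2.55e-57); Ltf and Camp changed by -2.25 and -2.13 on the log2 scale. Early granule genes were at -0.71 with 8 of 8 lower (adjusted p 1.67e-24), with Mpo from 6122 ± 246 to 3038 ± 243 normalised CPM (SD, n = 3). Mast cell and basophil genes were at -1.05 (adjusted p 5.18e-12) and the 4 erythroid genes at -1.76 (adjusted p 0.00158), while monocyte and macrophage genes were at 0.53 (adjusted p 5.36e-12) and SETBP1 targets at 1.15 (adjusted p 9.79e-10). The interferon list was at -0.16 (adjusted p 0.0416), a call that fry (0.472) did not share and that was lost without SETBP1 replicate 2 (0.0526), without NRAS replicate 2 (0.397), without SETBP1+NRAS replicate 1 (0.120) and without SETBP1+NRAS replicate 2 (0.816). Megakaryocyte, stem and progenitor, proliferation and T-lymphoid lists, at -1.04, -0.19, -0.03 and -0.56, were not past the threshold.

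For SETBP1 against empty the same lists were at -0.98 for late neutrophil genes (adjusted p 1.50e-14), -0.27 for early granule genes (0.0273), -0.85 for mast cells and basophils (1.40e-06), 0.71 for monocytes and macrophages (2.14e-08), 0.67 for SETBP1 targets (0.00146) and 0.62 for interferon (2.95e-06). Without SETBP1 replicate 3 the monocyte and macrophage list was at 0.40 and the interferon list at 0.31, both past the threshold. The SETBP1 target list was not past it without SETBP1 replicate 1 (0.0846), nor the early granule list without SETBP1 replicate 1 (0.138) or without SETBP1 replicate 2 (0.0706). The T-lymphoid list, with 3 genes, was at 1.05, or 0.26 with the member at the floor set to its bound, and was not past the threshold (adjusted p 0.330). For NRAS against empty, early granule genes were at -1.11, late neutrophil genes at -0.68, mast cells and basophils at -1.69, megakaryocyte genes at -1.36 and T-lymphoid genes at 1.78, each past the threshold; the T-lymphoid list was not past it without SETBP1 replicate 3 (0.0505). Proliferation genes were at 0.17, with 17 of 21 genes higher, and not past it with camera (adjusted p 0.127), while fry gave 1.14e-04. Camera left monocyte and macrophage genes, at -0.69, outside it as well (adjusted p 0.0684). Of the 78 list tests 42 were past the threshold with camera; 37 of those also held under fry and 17 under an estimated correlation, while 10 others were past it with fry only. For both against NRAS, the late neutrophil, early granule, mast cell and SETBP1 target lists held under each of the 3 tests.

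**Figure D4:**
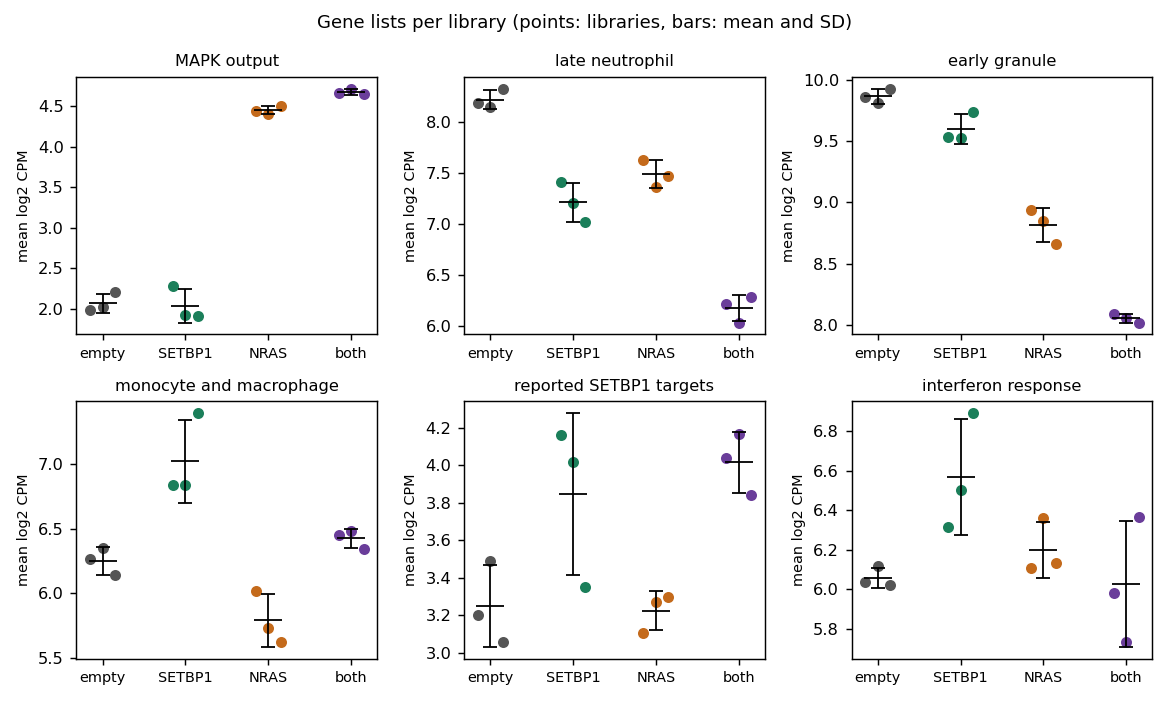
Mean log2 CPM of 6 gene lists in each library, by the genes transduced (both, SETBP1+NRAS); points are libraries and bars give the mean and SD of 3. The MAPK output list lies at 4.44 with NRAS and 4.67 with both, and the late neutrophil list at 7.49 and 6.17.

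The SETBP1 change was compared between backgrounds that share no library. Across 10993 genes, SETBP1 against empty and both against NRAS correlated at Pearson's r 0.404 and Spearman's rho 0.396. The null simulations gave an r of -0.016 to 0.026. They drew genes independently, so this range leaves out variation shared across genes. In an exchange of libraries within backgrounds, splits other than the real one reached 0.351 on log2 CPM. The fitted slope was 0.311, and 64.3% of genes had the same sign. Of 120 genes past the threshold in both comparisons, 119 changed in the same direction. The alternative that moved r most was no low-count filter, at 0.141. The NRAS change correlated at r 0.865 and rho 0.769 between backgrounds.

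The interaction asks whether the SETBP1 change differed with NRAS. It was past the threshold for 5 genes, 1 higher and 4 lower, beside 1420 at an unadjusted p under 0.05. Without SETBP1 replicate 3 it was 109 genes, without empty replicate 1 it was 1, and with sample quality weights 351. Slc7a11 (log2 -1.44, SE 0.15, adjusted p 0.00169), Tmem176b (-1.48, SE 0.19, adjusted p 0.0115), Camp (-1.55, SE 0.24, adjusted p 0.0424) and Apobec3 (-0.74, SE 0.10, adjusted p 0.0178) were lower, and Oaf (1.06, SE 0.16, adjusted p 0.0374) was higher than the sum of the separate log2 changes. With the trend on GC content and length removed, Camp was no longer past the threshold (adjusted p 0.171).

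Genes set apart from each of the other 3 groups numbered 157 for both mutants, 29 above and 128 below, 21 for NRAS, 542 for SETBP1 and 605 for empty. The count for both mutants was 547 without SETBP1 replicate 3 and 73 without SETBP1+NRAS replicate 1, while the null simulations gave 0. Its split moved too, to 232 above and 315 below and to 9 above and 64 below in those fits. With sample quality weights it was 341 above and 326 below. The others moved as well: for NRAS from 4 without NRAS replicate 2 to 124 without SETBP1 replicate 3, for SETBP1 from 132 without empty replicate 3 to 1466 without SETBP1 replicate 1, and for empty from 189 without empty replicate 3 to 906 without SETBP1 replicate 1.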

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

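The tests with SETBP1 replicate 3 left out, on the linear scale, of all genes under size scaling, and of single genes or lists with the GC trend removed were chosen only after the results were seen. What drew attention in each case was a difference of the SETBP1 change between cells with and without mutant NRAS, by the interaction test.

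5 genes departed from the sum of the separate log2 changes: Apobec3 by -0.74, Slc7a11 by -1.44, Tmem176b by -1.48, Camp by -1.55 and Oaf by 1.06 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0178, 0.00169, 0.0115, 0.0424 and 0.0374). SETBP1 replicate 3 did not carry them, since 5 of the genes stayed past the threshold without it. Other libraries mattered more: 1 of the genes stayed without empty replicate 1 or empty replicate 3, and 2 without empty replicate 2, SETBP1+NRAS replicate 1 or SETBP1+NRAS replicate 2. The same 5 differed by more than 1 SD from the sum on the linear scale, but there Camp turned direction, where the sum was -35.6 normalised CPM, a value that no gene can reach. Its departure therefore depends on the scale. A few genes taking most of the counts would shift all genes together, and with libraries scaled by size only the median of all genes was 0.0075, which argues against them as the cause; removing the 20 most abundant genes rescaled the rest alike and tested nothing. With every library thinned to the lowest total the median size was 1.43. The 4 genes other than Oaf stayed past the threshold, which argues against library depth for those. Oaf hardly moved in size, from 1.06 to 0.995, but came out at an adjusted p of 0.0680. Thinning discards counts and so weakens a test, and that p alone cannot tell depth from a true difference. With a trend on GC content and length removed, the median size was 1.26, and 4 genes other than Camp stayed past the threshold, while Camp came out at 0.171 and stays open. Across the alternatives Slc7a11 stayed past the threshold in 24 of 24, Tmem176b in 22 of 24, Apobec3 in 19 of 24, Camp in 13 of 24 and Oaf in 12 of 24, with adjusted p-values reaching 0.0167, 0.0810, 0.125, 0.196 and 0.186. The 5 in which Apobec3 was not past it each left out 1 library, an empty one or SETBP1+NRAS replicate 1 or 2. Of 100 regroupings of the 12 libraries, the real one included, 2 gave as many genes, and the highest other number was 554. A difference in how mutant SETBP1 acts on Slc7a11, and less firmly on Tmem176b and Apobec3, in cells with mutant NRAS may remain as a hypothesis, found and tested on the same data; a change in cell composition is open too, since Camp is a late neutrophil gene.

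6 gene lists departed in the same test: immediate-early genes by a median of -0.23, early granule genes by -0.49, late neutrophil genes by -0.40, erythroid genes by -1.03, megakaryocyte genes by -0.76 and interferon genes by -0.68 (camera adjusted p 0.00985, 3.06e-07, 5.76e-04, 0.0331, 0.0393 and 7.75e-12). Library depth was argued against by a median size of 0.57 with thinned libraries, with all 6 lists past the threshold, and a few genes taking most of the counts by the median of all genes under size scaling, 0.0075. When SETBP1 replicate 3 was left out, 5 lists other than the megakaryocyte list stayed past the threshold, and the megakaryocyte list, at an adjusted p of 0.416, did not. That library may therefore contribute to its departure, but the list also lost its call without any 1 of 5 other libraries, and the erythroid list without any 1 of 6, so neither departure is firm. With SETBP1 replicate 3 left out, the interferon list also shrank to -0.44 and the immediate-early list to -0.09, both still past the threshold. The immediate-early list lost its call without SETBP1 replicate 1 (0.0727) and without NRAS replicate 3 (0.0536). The late neutrophil departure shrank to -0.14 (camera adjusted p 0.0809) with the trend on GC content and length removed. It grew to -0.56 (camera adjusted p 3.53e-05) without SETBP1 replicate 3, the library with the strongest trend. The trend was fitted to deviations from the mean of all libraries. Removing it can thus also remove true differences between groups, so its part in this departure stays open. The same correction left the immediate-early list at -0.16 and the interferon list at -0.70, both past the threshold, which argues against that trend as the whole cause for them. It left the early granule list at -0.23, less than 50% of its size yet past the threshold, and the erythroid list at -0.84 and the megakaryocyte list at -0.76, near their size yet no longer past it; for these 3 the trend cannot be told apart from a difference between backgrounds. Under camera with an estimated correlation only the early granule list stayed past the threshold (0.0465), and the interferon list came out at 0.156. With fry the immediate-early, early granule and erythroid lists stayed past it (0.0245, 0.00480 and 0.0434), while the interferon, late neutrophil and megakaryocyte lists did not (0.0529, 0.0604 and 0.243). Of 100 regroupings of the libraries 11 gave as many list calls over all comparisons as the real groups, which had 42, with a median of 30 in the others. Those regroupings also carried the true NRAS differences, but the share means that list calls by camera with a preset correlation are weak evidence alone.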

How the results depend on the processing

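Alternatives with sample quality weights, without libraries of groups not compared, and with the GC and length trend removed were chosen after seeing the data; the others were planned. In fits without 1 library the genes tested were held as in the full fit, a choice made after the values with the filter applied again had been seen. Filtered again, 11112 to 11158 genes were tested and the ranges were close: 390 to 3191 genes for SETBP1 against empty in place of 398 to 3187, and r of 0.329 to 0.400 in place of 0.341 to 0.418.

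The number of genes changed varied with the setting more than any other result. For SETBP1 against empty, 1633 genes became 110 with only the groups compared, 239 at a fold change of at least 2 and 379 at an adjusted p under 0.01. The 12 fits that each left out 1 library gave 398 (without empty replicate 3) to 3187 (without SETBP1 replicate 1). For NRAS against empty, 3576 became 5586 with quality weights, 1088 at a fold change of 2 and 2289 at 0.01, with 2684 to 5198 without 1 library. For both against empty, 4462 became 6270 with quality weights, 6059 with only the groups compared, 1463 at a fold change of 2 and 3117 at 0.01, with 3647 to 5925 without 1 library. For both against NRAS, 210 became 379 with DESeq2, 1038 with quality weights, 883 with only the groups compared, 93 at a fold change of 2 and 86 at 0.01, with 93 to 836 without 1 library. The split also changed, from 58 higher and 152 lower to 494 and 544 with quality weights, 358 and 478 without SETBP1 replicate 3 and 128 and 176 with the GC and length trend removed. For both against SETBP1, 4661 became 3083 with only the groups compared, 1421 at a fold change of 2 and 3043 at 0.01, with 3678 to 5136 without 1 library. For the interaction, 5 became 81 with DESeq2, 3 with limma-voom, 14 with no low-count filter, 351 with quality weights and 1 at 0.01, with 1 (without empty replicate 1) to 109 (without SETBP1 replicate 3). Genes set apart with both mutants, 157, became 263 with DESeq2 and 667 with quality weights, with 73 to 547 without 1 library. Fewer libraries did not always lower the number. With only the groups compared, it rose where the SETBP1 group was absent. It reached 5261 for NRAS against empty, 6059 for both against empty and 883 for both against NRAS. In the main fit SETBP1 against empty had more genes than both against NRAS, 1633 against 210. With only the groups compared it had fewer, 110 against 883. The lower numbers at a stricter threshold follow from the construction of these settings. So does the absence of SETBP1 replicate 3 from the estimate of the spread in fits without that library. The share it had under quality weights is not given here. In the self-test DESeq2 made more false calls. For the other changes the cause was not tested.

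The correlation of the SETBP1 change between backgrounds, 0.404, became 0.141 with no low-count filter, 0.429 at a mean count of at least 10 and 0.526 at 50, and that of the NRAS change, 0.865, became 0.513 with no filter, 0.848 with limma-voom and 0.897 at 50. Without 1 library they ranged from 0.341 to 0.418 and from 0.825 to 0.881. Both stayed positive in all alternatives run. The cause of the change with the filter was not tested.

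The MAPK output list for NRAS against empty stayed at 2.43 to 2.81 without 1 library. For both against NRAS its median of 0.25 ranged from 0.129 to 0.281 without 1 library; camera was past the threshold at an adjusted p of 0.0384 without NRAS replicate 3, at a median of 0.27, and of 0.0460 without empty replicate 3, and fry gave 0.0125 at the same 0.25. The cause was not tested. The gene list mapk_output, SETBP1 against empty, had a median of -0.12 with camera direction up, and its direction reversed at a mean count of at least 50 (-0.11), with fry (-0.12), without empty replicate 1 (-0.11) and without SETBP1 replicate 1 (-0.14), with medians up to 0.045 (without SETBP1 replicate 3), at adjusted p-values of 0.786 or higher over its alternatives. Such a sign over genes that go both ways decides nothing, and the cause was not tested.

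Nras reversed where it did not differ. For SETBP1 against empty its log2 change of 0.03 became -0.015 with library size scaling, -0.0070 without empty replicate 1 and -0.0064 without SETBP1 replicate 2, reaching 0.084 without empty replicate 2. For both against NRAS, 0.04 became -0.0080 and -0.0096 without NRAS replicates 1 and 2, and 0.129 at most. For the interaction, 0.0070 became -0.0014 at a mean count of at least 50, -0.0026 with quality weights, -0.18 with the GC and length trend removed, and -0.048 without empty replicate 2, -0.0052 and -0.016 without SETBP1 replicates 1 and 3, -0.037 and -0.038 without NRAS replicates 1 and 2 and -0.012 without SETBP1+NRAS replicate 2, reaching 0.099 without NRAS replicate 3. None was past the threshold, and the cause was not tested.

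Of 855 list values under alternatives, over 45 results, 772 kept their direction and side of the threshold, 76 were weaker, 3 stronger and 4 reversed; camera with an estimated correlation gave 25 of the weaker ones. Of 4874 values for named genes, over 197 results, 4652 were kept, 207 were weaker, 1 stronger and 14 reversed. For the comparisons of NRAS or both against empty and of both against SETBP1, library size and upper-quartile scaling changed the share of genes higher more than their number; for both against empty, upper-quartile scaling gave 1933 higher and 2524 lower, and for both against SETBP1 1938 and 2699.

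The replicate numbers did not pair the libraries. Of 18 pairs with the same number, 1 had a correlation of deviations over 0.1, and they ranged from -0.127 to 0.124. With the replicate number as a block, the comparisons gave 1177, 3339, 4276, 164, 4404 and 6 genes in the order above, 125 genes set apart, and correlations of 0.409 and 0.865.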

Other observations

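Chosen only after the results were seen were the tests of a swapped library, of depth, of the most abundant genes, of cell types and of transcript length alone in SETBP1 replicate 3, the tests of Nras level and of Setbp1 reads, the exchange of libraries within backgrounds, the ratio of SDs and the dispersion. For the cell type tests, the share of list genes that had to move together was also set after the values were seen; under the first rule, which had no such share, both cell type explanations would have counted as excluded.

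SETBP1 replicate 3 lay apart from the other libraries of its group. Library depth was argued against by its total of 8864919 counts, the highest of the 12. A few genes taking most of the counts would shift the other genes by a common factor, yet without the 20 most abundant genes the log2 differences from replicates 1 and 2, at genes above 100 normalised CPM, had an SD of 0.395, against 0.175 between those 2. Thinning the libraries or removing those 20 genes hardly moved its correlations and tested nothing. With a trend on GC content and length removed, its highest correlation with its group was 0.957, below the lowest value of the other pairs, 0.985, which argues against that trend as the whole cause. A swap with another group was argued against by its 81.4 CPM of Nras and 5 Setbp1 reads. Loss of rare transcripts as the whole cause was argued against by all its genes above that level, with an SD of 0.397, against 0.176. Such loss may still be part of the cause, since 11835 genes had a count in this library, the fewest of the 12. Over all genes tested the SD was 0.764, against 0.398. Loss of long transcripts from this library may be part of the cause. Its difference fell with transcript length at a Spearman's rho of -0.465 across genes, while the other libraries lay between -0.234 and 0.285, and in 4 equal classes of length, from short to long, the median difference was 0.25, 0.13, -0.11 and -0.51. The trend explained 18.8% of its deviation, against at most 5.72% in the others. In the shortest class of transcripts above 100 normalised CPM the SD was still 0.306, against 0.171, which argues against length loss as the whole cause. The monocyte and macrophage list was 0.72 higher than in replicates 1 and 2, with 12 of 15 genes higher, and 0.57 higher with the trend removed. The interferon list was 0.53 higher, with 16 of 18 genes higher, and 0.60 with the trend removed, and its cause was not tested. In the same library megakaryocyte genes were 1.20 higher, stem and progenitor genes were at -0.80 and late neutrophil genes at -0.31, with 9 of 13 genes lower. Lyz2, abundant in monocytes and macrophages but not on their list and chosen after its values were seen, had 254358 counts against 117444 and 125323. More monocyte-like cells, or fewer of the main cell type, cannot be told apart from other changes here, because the early granule list, at 0.13 with 5 of 8 genes higher, and the late neutrophil list held genes that went both ways. Epx had 98, 719 and 0 reads and Prg2 227, 963 and 5 in replicates 1 to 3, so replicates 1 and 2 differed there as well.

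Libraries with both mutants lay beyond those with NRAS on the first principal component. A higher NRAS level was argued against by a ratio of mean Nras CPM of 1.00. The gap between their nearest libraries was 8.48 with all 12 and 11.9 without SETBP1 replicate 3, which argues against that library as the cause of the order, though not of the width of the gap. The NRAS libraries were split so that none served on both sides. The change of both against NRAS then correlated with that of NRAS against empty at a mean of 0.26 across genes. The range was 0.219 to 0.281 over the splits and -0.019 to 0.028 in null simulations. Those simulations drew genes independently and leave out variation shared across genes. With the empty libraries split, the SETBP1 change correlated with the NRAS change at 0.161, from 0.114 to 0.212. Of 768 genes past the threshold for SETBP1 against empty and for NRAS against empty, 612 changed in the same direction and 156 in opposite directions. Those comparisons share the empty libraries, which favours the same direction. Mutant SETBP1 may thus move part of the transcriptome, but not all of it, the way mutant NRAS does, alone and on top of NRAS. Whether that part reflects cell state or the share of cell types, such as loss of late neutrophil cells, was not separated.

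Setbp1 reads numbered 41 with both mutants and 19 with SETBP1. In the main test of both against SETBP1 the difference was not past the threshold (log2 1.21, SE 0.48, edgeR quasi-likelihood, adjusted p 0.0693). An exact binomial test of the summed reads, two-sided, gave p 0.00289, which argues against counting error but compares these libraries, not the conditions; a two-sided exact permutation test over the 6 libraries gave p 0.1, the smallest it allows. No biological explanation was tested.

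The SETBP1 change with NRAS followed that without NRAS only in part. The slope corrected for noise by disjoint libraries was 0.561, below the range of 0.929 to 0.995 in simulations with additive effects. The slope thus argues against noise that is independent between genes, the only kind simulated. Without SETBP1 replicate 3 it was 0.663, below 0.954 to 0.985, which argues against that library alone. A slope under 1 reflects the size of the change and its agreement together. The corrected correlation was 0.723 with all 12 libraries and 0.705 without SETBP1 replicate 3, below 0.949 to 0.987 and 0.957 to 0.976 in those simulations. For size, the corrected SD was 0.356 without NRAS and 0.276 with it, a ratio of 0.776, below 0.964 to 1.03. That argues against noise independent between genes. Without SETBP1 replicate 3 the ratio was 0.941, near the range of 0.982 to 1.01, while without SETBP1 replicate 1 it was 0.666. Since single libraries move it this far, SETBP1 replicate 3 cannot be told apart from a true difference in size. A culture or preparation shared by the replicates of a group could give the lower slope; the common dispersion within groups was 0.0171, and since the labels do not say what a replicate is, it cannot be told apart from a true difference.

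The correlation of the SETBP1 change between backgrounds was weighed against other splits in 2 ways that came out differently. Of 100 regroupings of all 12 libraries, 18 gave an r as large as 0.404, up to 0.674, and such regroupings can place an NRAS difference in both comparisons. In an exchange of libraries within each background, which keeps NRAS fixed, 1 of 200 splits, the real one, was as large as 0.440 on log2 CPM, and the highest other was 0.351. The second way was added after the first had been seen. For the NRAS change 1 of 100 regroupings was as large, and for the genes set apart with both mutants 1 of 100.

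For each of the 5 comparisons between groups, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the other splits gave 0. With 10 splits the share is never below 0.1, so this does not decide against a split by luck.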
